A study of Mus musculus with 6 samples. Its data were reported in "Glycyrrhizic acid inhibits myeloid differentiation of hematopoietic stem cells by binding S100 calcium binding protein A8 to improve cognition in aged mice" (2023).

How the data were processed

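Total RNA of 6 samples of mouse Lin−CD117+ hematopoietic stem cells was extracted with TRIzol, and DNBSEQ libraries were sequenced on a BGISEQ-500 instrument, according to the labels and the study's methods. The authors removed reads with adaptors, unknown bases or many low-quality bases. Per the submitters' processing notes, the tools were HISAT2 2.0.4 and Bowtie2 2.2.5 with the mm10 genome, and the methods add that RSEM calculated expression. The deposited values are FPKM, fragments per kilobase of transcript and 1000000 mapped fragments, which the authors calculated and wrote with 2 decimals. The annotation, the strand setting, the read length, the test and the threshold behind the study's changed genes were not given in the sources used here, nor was the GA concentration of this experiment. FPKM divides by transcript length, so a library whose fragments or RNA integrity favour short transcripts shows higher values for short genes. FPKM also fixes the total of a library before the length division, so a few abundant genes can shift all others.

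Samples were grouped by their titles into 3 Ctrl and 3 GA libraries, and 0 columns of per-sample values were left without a sample. Nothing in the labels says that the replicates came from separate animals or cultures, so p-values measure only the spread between these samples, which may be technical. The table held no counts. Low values were compared with whole multiples of what 1 fragment is worth for genes with a single transcript length. Between 54.0% and 58.3% of 865 to 924 low values per library lay within 0.15 of a whole number, so whole reads were not recovered and no count test was run. The best step placed the depth of each library at 0.976 to 1.009 times the median library. With fragment numbers approximated in this way, the variance between 2 Ctrl libraries was 1.43 to 1.57 times counting noise, and 3.18 to 4.06 times for pairs with GA replicate 1, so no library was a copy of another.

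The main test was limma 3.58.1 in R 4.3.3, with a mean-variance trend and two-sided, on log2(FPKM + 1) of the 10912 of 18121 genes with a mean of at least 1 FPKM over the 6 libraries. Benjamini-Hochberg adjusted p values under 0.05 were called. Fold changes are on the log2(FPKM + 1) scale, GA minus Ctrl, which understates the change of low genes. No replicate block was used, as the study compared unpaired groups. *S100a8* and *S100a9* were also tested by exact permutation over 20 arrangements. Gene lists were tested with camera, at a preset inter-gene correlation of 0.01, when at least 5 members were tested (25 of 27 lists), adjusted over lists. Camera with an estimated correlation and fry were alternatives. The lists, the tests, the naming rule and all alternatives but those named as later additions were chosen before the data were examined.

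The lists covered *S100a8* and *S100a9* themselves, IL-17 signalling, markers of blood and marrow cell types, and states and pathways. These included primary granule and granulocyte-monocyte progenitor, secondary and tertiary granule, monocyte and macrophage, dendritic cell, B lymphoid, T and NK lymphoid, lymphoid priming, stem and multipotent progenitor, erythroid, megakaryocyte and platelet, mast cell, basophil and eosinophil, and marrow stroma and endothelium. The remainder were proliferation, p53 targets, integrated stress and unfolded protein response, interferon response, cholesterol biosynthesis, glucocorticoid-responsive, NF-kB and inflammatory cytokine, alarmins and their receptors, S100 family, immediate early and dissociation stress, antioxidant NRF2 response, glycolysis and hypoxia, and cytosolic ribosomal protein genes. The rule for named genes took *S100a8*, *S100a9* and *Kit*; the 5 genes with the smallest p in each direction, since no gene passed; up to 4 members with the smallest p and the defining members of each list described gene by gene; and the 5 genes with the highest mean. Which lists were described gene by gene was decided after their values were seen: those that passed camera, the IL-17 list, and the monocyte, erythroid, stem, lymphoid and stroma markers. The other lists are given as counts. Genes outside this rule are marked as chosen after their values were seen. Listed genes that the table did not hold, such as *Cd3e*, were not analysed here. Globin and class II genes have close copies, and as no strand setting was given, reads of overlapping genes on opposite strands could not be told apart.

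Positions and transcript lengths came from the GENCODE annotation of GRCm38, the assembly that mm10 names. Genes were matched by Entrez identifier for length, the median over transcripts with a RefSeq match, and by symbol for position. A length was found for 17222 genes (95.0%) and for 10719 of the tested genes (98.2%). The length trend of each library was removed by a loess fit (span 0.5) of its deviation from the gene's mean on log2 length.

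The alternatives were pseudocounts of 0.1 and 0.5, no filter, a minimum mean of 5 FPKM, rescaling each library to 1000000, scaling by the median of ratios, TMM-type factors (an unweighted trimmed mean of log ratios), limma without the trend or with robust variances, a replicate block, leaving out each library, a fold threshold, and the list tests above. Removal of the length trend, alone or without GA replicate 1, library quality weights, and the pairings of either change with an estimated correlation were added after the data were seen. Count-based tests planned for the case of counts were not run.

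The tests were tried on simulated data for the comparison of GA with Ctrl, drawn for 10912 genes with the means of the real ones, limma's moderated variances and 200 genes changed. The share recovered was 38.4% at a log2 fold change of 0.25, 96.4% at 0.5, and 100% at 1 and at 2, and 5.7% of calls were false. With no change, a mean of 0 genes was called over 5 runs. Genes were drawn independently of each other, so these runs say nothing about camera on correlated genes. The runs also held no outlying library and no length trend, so they do not give the share that would be found in these data. In the real fit no gene passed, including *Retnlg* at a log2 fold change of 0.52 (limma adjusted p = 0.135).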

Results

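RNA sequencing was performed on mouse Lin−CD117+ cells, which the study calls hematopoietic stem cells. They are bone marrow cells depleted of lineage-positive cells and selected for CD117 (the receptor encoded by *Kit*). Ctrl cells were kept in normal culture, and GA cells received glycyrrhizic acid, a triterpenoid saponin of licorice root, for 24 h. There were 3 Ctrl and 3 GA libraries. Expression was given as FPKM for 18121 genes, of which 10912 had a mean of at least 1 FPKM and were tested. The values of a library summed to 508672 to 511802 FPKM in Ctrl and to 515444 to 555449 FPKM in GA, the highest sum belonging to GA replicate 1. Total counts were not part of the table. Steps among the low values placed the depth of each library at 0.976 to 1.009 times the median library. The 5 genes with the highest mean were *Pf4* and *Ppbp*, chemokines of platelet granules, *Ftl1* (ferritin light chain), *Tmsb4x* (thymosin beta 4) and *Eef1a1* (a translation elongation factor). *Pf4* alone took 2.64% of the summed FPKM on average. *Mecom*, a defining member of the stem and multipotent progenitor list, averaged 0.605 FPKM, though 28 of the 34 listed genes reached the limit for testing. The values come from bulk RNA, so they do not tell in which cells a gene changed.

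The comparison of GA with Ctrl asked which transcripts differed after 24 h of GA. The calcium-binding proteins *S100a8* and *S100a9* and most genes of the neutrophil granule lists had higher values in GA. Most genes of megakaryocytes and platelets, such as *Thbs1*, *Tubb1* and *Itgb3*, had lower values, but not the abundant *Pf4* and *Ppbp*. These lists passed camera at its preset correlation but not with an estimated one (adjusted p = 0.452 for each). No single gene passed the limma test over all 10912 genes, where the smallest Benjamini-Hochberg adjusted p was 0.135. At an unadjusted p under 0.05 there were 1474 genes, 969 higher and 505 lower in GA, against 546 expected by chance. That split depended on scaling: 65.7% of these genes were higher in GA with the deposited FPKM, 54.9% after scaling by the median of ratios, 54.0% after TMM-type scaling and 25.5% when each library was rescaled to 1000000. The GA and Ctrl values did not overlap for 2168 genes, 19.9% of those tested, where 10% is the share that chance gives for 3 against 3.

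GA replicate 1 stood apart from the other 5 libraries. On the first principal component, which held 39.6% of the variance, it lay at 14.97 while the others lay between -5.82 and 0.25. Its Pearson correlation with the other libraries, across genes, was 0.994 to 0.995, against 0.997 to 0.998 among the Ctrl libraries. GA replicate 1 also carried a trend with transcript length. Relative to the Ctrl mean, its shortest eighth of genes was higher by a median log2 of 0.19 and its longest eighth was at -0.16. Across genes, which are not independent replicates, Spearman's rho between length and the deviation from Ctrl was -0.59 in GA replicate 1, -0.31 in GA replicate 2 and -0.18 in GA replicate 3, and between -0.06 and 0.07 in the Ctrl libraries. The trend thus ran with the treatment. A technical trend and an effect of GA on short transcripts cannot be told apart here, and removing the trend takes out either. Without GA replicate 1, limma called 54 genes higher and 60 lower at an adjusted p under 0.05. With the length trend removed from every library it called 0 genes higher and 2 lower, *Tubb1* and *Vsig2*. With both changes together it called 13 higher and 109 lower, and 71 of these 122 genes were among the 114 called without GA replicate 1 alone.

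**Figure D1:**
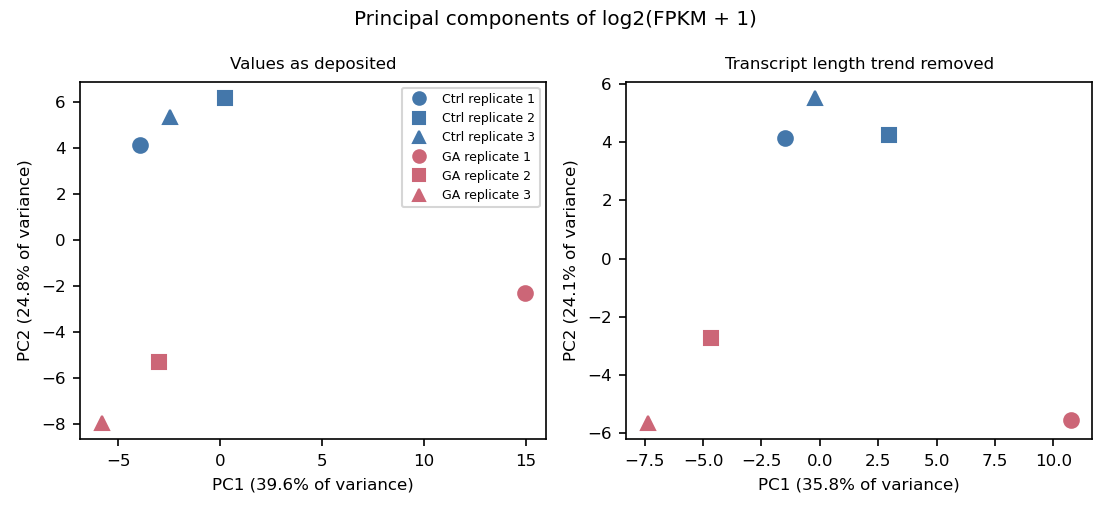
The libraries on the first 2 principal components of log2(FPKM + 1), with the deposited values on the left and the transcript length trend removed on the right, each point 1 library (circles, squares and triangles for replicates 1, 2 and 3). GA replicate 1 lies at 14.97 on the first component of the deposited values and at 10.7 after removal of the trend, apart from the other 5 libraries in both panels.

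**Figure D2:**
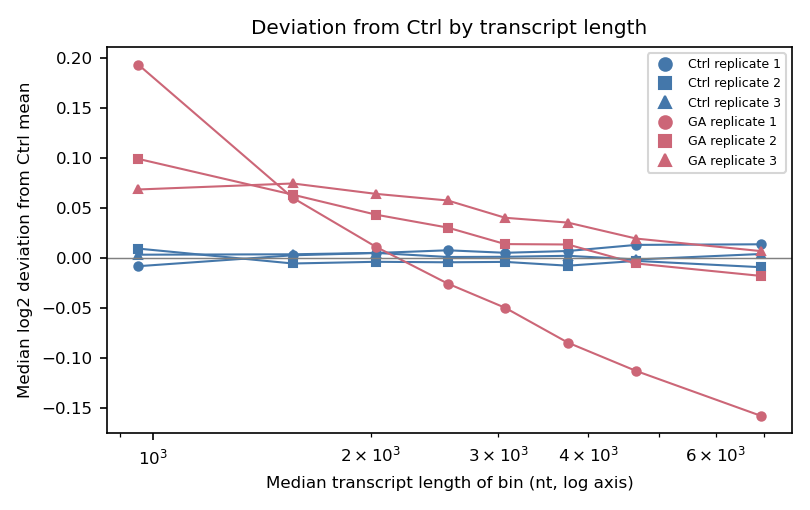
Median log2 deviation of each library from the Ctrl mean (vertical axis) in 8 bins of genes ordered by transcript length in nucleotides (horizontal log axis), each line 1 library; a Ctrl library is set against the other 2 Ctrl libraries. The shortest bin of GA replicate 1 lies at 0.19 and its longest at -0.16, while the Ctrl lines stay near 0.

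*S100a8* and *S100a9* form the calprotectin heterodimer of neutrophils and monocytes, and the study named them as raised by GA in Lin−CD117+ cells. In blood mononuclear cells of aged mice, by contrast, the study reported that GA lowered *S100a8* mRNA, with a like trend in whole blood. Besides the sequencing, it reported both as higher by qRT-PCR in GA-treated Lin−CD117+ cells, without saying whether these samples were used. *S100a8* (gene 20201, chromosome 3, 90668978 to 90670035 in GRCm38) was at 262 ± 16.5 FPKM (SD, n = 3) in Ctrl and 350.1 ± 33.1 FPKM (SD, n = 3) in GA, a log2 fold change of 0.41 with a standard error of 0.073. *S100a9* (gene 20202, chromosome 3, 90692632 to 90695721) was at 410.3 ± 31.6 FPKM (SD, n = 3) in Ctrl and 522 ± 13.7 FPKM (SD, n = 3) in GA, a log2 fold change of 0.35 with a standard error of 0.060. For both genes every GA library lay above every Ctrl library, and the exact permutation test gave a two-sided p of 0.1, the smallest that 3 against 3 can give. In limma, neither passed over all genes (adjusted p = 0.135 for each), and both passed when adjusted over the list alone, which is not independent evidence because the study already named both as raised in these samples. Both are short transcripts, of 486 and 519 nucleotides. With the transcript length trend removed the log2 fold changes were 0.23 (95% interval 0.11 to 0.35) for *S100a8* and 0.17 (-0.01 to 0.36) for *S100a9*. Without GA replicate 1 both passed in limma, at 0.34 (adjusted p = 0.029, over 19 alternatives 0.0048 to 0.492) and 0.36 (adjusted p = 0.036, over 19 alternatives 0.0056 to 0.567). Neither passed with the length trend also removed, at 0.24 (adjusted p = 0.066) and 0.26 (adjusted p = 0.088). *Kit* itself was at 18.1 ± 1.29 FPKM in Ctrl and 19.2 ± 2.77 FPKM in GA (SD, n = 3), a difference smaller than the spread between replicates.

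**Figure D3:**
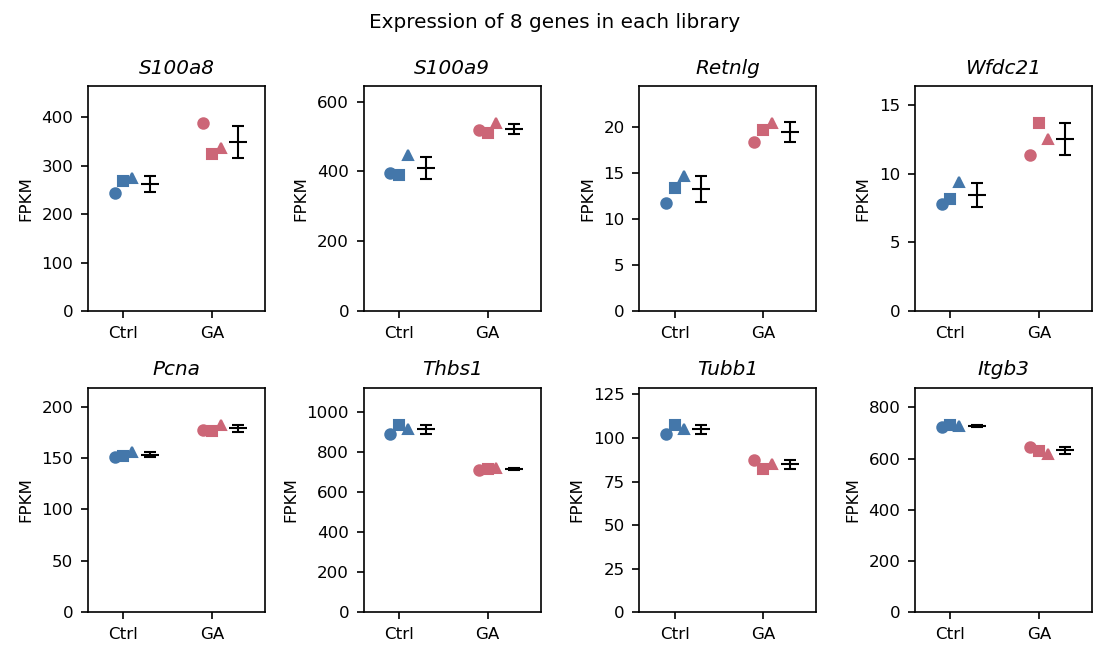
FPKM (vertical axes, from 0) of 8 genes in the 3 Ctrl and 3 GA libraries, with points for the libraries (circles, squares and triangles for replicates 1, 2 and 3) and bars for the mean ± SD. The 3 GA values lie above the 3 Ctrl values for *S100a8*, *S100a9*, *Retnlg*, *Wfdc21* and *Pcna* and below them for *Thbs1*, *Tubb1* and *Itgb3*.

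The IL-17 signalling list did not pass as a group. Of its 57 tested members 28 were higher and 29 lower in GA (0 past the adjusted p over all genes), with a median log2 fold change of -0.00010 and a mean of 0.022; when each library was rescaled to 1000000, 18 were higher and 39 lower, and 34 were higher and 23 lower without GA replicate 1. The study reported enrichment of this pathway from the same samples, so the list is not independent evidence. The study's methods name a hypergeometric test of its changed genes, a different measure from camera on the list used here. A list that fails camera can therefore still pass the study's test. The camera test, which compares a list with all other genes, gave an adjusted p of 0.998, and adjusted p = 0.999 with an estimated correlation. Its sign, lower, differed from that of the mean. *S100a8* and *S100a9* were the only members to pass in limma when adjusted over the list alone. Next came *Gsk3b*, a kinase, at 16.2 ± 0.186 and 14.1 ± 0.352 FPKM in Ctrl and GA, and the iron-sequestering lipocalin *Lcn2*, at 159.7 ± 14.8 and 189.9 ± 9.55 FPKM (SD, n = 3).

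Genes of megakaryocytes and platelets were lower in GA. All 23 listed genes were tested, 20 were lower and 3 higher, and the median log2 fold change was -0.11. *Thbs1*, which encodes thrombospondin of platelet granules, was at 914 ± 23.8 and 717 ± 3.06 FPKM in Ctrl and GA. *Tubb1*, the beta tubulin of platelets, was at 105 ± 2.52 and 84.9 ± 2.65 FPKM, the integrin subunit gene *Itgb3* at 727 ± 4.68 and 632 ± 14.6 FPKM, and *Vwf*, von Willebrand factor, at 229.6 ± 4.97 and 194 ± 18.7 FPKM (SD, n = 3). The highly abundant *Pf4* and *Ppbp* did not share this direction, at 13331 ± 295 and 14265 ± 2928 FPKM for *Pf4* and 3914 ± 70.6 and 4094 ± 504 FPKM for *Ppbp*, with GA replicate 1 the highest library for both. Without that library their log2 fold changes were -0.080 and -0.030, and when each library was rescaled to 1000000 that of *Ppbp* was -0.0015. No member passed in limma over all genes and 6 passed as lower when adjusted over the list alone. Camera gave an adjusted p of 2.4e-09, and adjusted p = 0.452 with an estimated correlation (over 23 alternatives 1.5e-23 to 0.7599). In GA replicate 1 the list median lay at -0.032 relative to Ctrl, against -0.13 and -0.19 in GA replicates 2 and 3. With the length trend removed all 23 members were lower, with a median of -0.12.

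Most genes of the 2 neutrophil granule lists, whose members do not all encode granule proteins, were higher in GA. Of 21 tested genes of the secondary and tertiary granule list 20 were higher and 1 was lower, with a median log2 fold change of 0.19. Besides *S100a8* and *S100a9* these were led by *Retnlg*, a resistin-like protein, at 13.3 ± 1.46 and 19.5 ± 1.04 FPKM in Ctrl and GA, and *Wfdc21*, at 8.46 ± 0.865 and 12.5 ± 1.17 FPKM (SD, n = 3). The granule proteins *Ltf* (lactoferrin) and *Camp* (cathelicidin), at 76.4 ± 7.003 and 83.9 ± 12.1 FPKM and 55.3 ± 6.21 and 61.9 ± 3.68 FPKM (SD, n = 3), overlapped between the groups. No member passed in limma over all genes and 7 passed as higher when adjusted over the list alone. Of 19 tested primary granule and granulocyte-monocyte progenitor genes 17 were higher and 2 lower, with a median of 0.12, and 7 passed as higher when adjusted over the list alone and 0 over all genes. The serine protease genes *Elane* and *Prtn3* were at 60.02 ± 6.68 and 72.3 ± 3.54 FPKM and at 57.1 ± 4.66 and 69.1 ± 5.12 FPKM, *Plac8* at 97.95 ± 6.48 and 115 ± 4.04 FPKM, and *Fcnb* (ficolin B) at 5.23 ± 0.187 and 6.81 ± 0.582 FPKM (SD, n = 3). *Mpo*, myeloperoxidase, was at a log2 fold change of 0.14 with a standard error of 0.074. Camera gave adjusted p = 1.6e-08 for the secondary and 9.7e-05 for the primary granule list, and adjusted p = 0.452 for each with an estimated correlation (over 23 alternatives 4.8e-14 to 0.7599 and 4.3e-07 to 0.7599). With the length trend removed the list medians were 0.13 and 0.085, and both lists lay inside the range of the Ctrl libraries in GA replicate 1 (0.01 for each). For the primary granule list GA replicate 2 (0.086) lay inside that range too, and as deposited GA replicate 1 (0.060) lay below Ctrl replicate 1 (0.091).

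**Figure D4:**
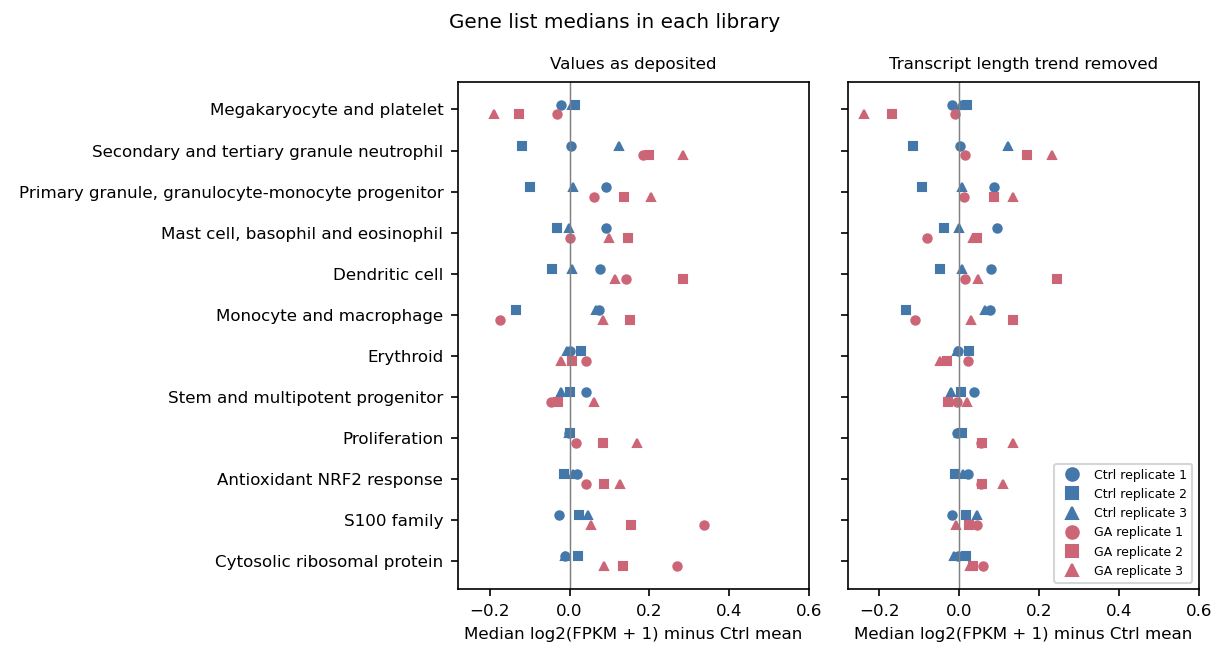
Median log2(FPKM + 1) of each gene list in each library minus the Ctrl mean (horizontal axes), as deposited on the left and with the transcript length trend removed on the right; blue marks are Ctrl libraries and red marks GA libraries. As deposited, the megakaryocyte and platelet list lies at -0.032, -0.13 and -0.19 in the 3 GA libraries, and the cytosolic ribosomal protein list at 0.27, 0.13 and 0.087.

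Genes of the mast cell and dendritic cell lists were mostly higher as deposited, an excess that shrank with the length trend removed. Of 17 tested mast cell, basophil and eosinophil genes 12 were higher and 5 lower in GA (median log2 fold change 0.078), against 9 and 8 (median 0.0029) with the length trend removed, and 4 passed as higher when adjusted over the list alone: the proteases *Mcpt8* (38.7 ± 0.333 and 45.7 ± 2.84 FPKM in Ctrl and GA), *Cpa3* (20.5 ± 0.842 and 24.5 ± 0.692 FPKM) and *Prss34* (49.02 ± 3.05 and 60.7 ± 7.14 FPKM; SD, n = 3) and the chemokine gene *Ccl3* (60.1 ± 4.404 and 69.0 ± 3.98 FPKM). Of 10 dendritic cell genes 9 were higher and 1 lower (median 0.10, mean 0.12), against 6 and 4 (median 0.065, mean 0.039) with the length trend removed, and adjusted over the list alone 4 passed as higher and 1 as lower. The class II genes *H2-Aa* (12.8 ± 0.0666 and 16.4 ± 0.554 FPKM), *H2-Ab1* (11.9 ± 0.668 and 14.4 ± 0.202 FPKM) and *Cd74* (56.6 ± 3.52 and 64.5 ± 1.61 FPKM) passed as higher, as did *H2-Eb1*, chosen after its values were seen, and *Clec9a* (12.7 ± 0.522 and 11.1 ± 0.522 FPKM; all SD, n = 3) passed as lower. None of these passed in limma over all genes. Camera gave adjusted p = 0.026 and 0.017 for the mast cell and dendritic lists, and adjusted p = 0.452 for each with an estimated correlation (over 23 alternatives 0.0012 to 0.878 and 0.0023 to 0.7599). With the length trend removed these camera calls were lost, at adjusted p = 0.716 and 0.331, and the dendritic call was lost with no filter on low values (0.2802). Leaving out 1 library ended the mast cell call for Ctrl replicate 2 (0.116), Ctrl replicate 3 (0.069), GA replicate 1 (0.067) and GA replicate 2 (0.079), and the dendritic call for Ctrl replicate 2 (0.116), GA replicate 1 (0.077) and GA replicate 2 (0.114). Without GA replicate 1 the medians were higher, not lower, at 0.10 with 14 of 17 mast cell genes higher and 0.19 with 9 of 10 dendritic genes higher.

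Markers of monocytes, red cells, stem cells, lymphocytes and stroma did not pass camera, and none passed in limma over all genes. Of 23 monocyte and macrophage genes 11 were higher and 12 lower in GA (7 and 16 when each library was rescaled to 1000000, and 17 and 6, with a median of 0.13, without GA replicate 1), and 0 passed when adjusted over the list alone. Their median was -0.17 in GA replicate 1 and 0.15 and 0.084 in GA replicates 2 and 3. The named members *Ly6c2*, *F13a1*, *Lgals3* and *Ly86* had log2 fold changes of 0.20, -0.12, 0.13 and 0.14. Of 20 erythroid genes 10 were higher and 10 lower, with 0 past the threshold adjusted over the list alone, led by *Blvrb* (183 ± 2.998 and 209 ± 14.4 FPKM; SD, n = 3), and 14 were lower when each library was rescaled to 1000000. The other named members *Car2*, *Sptb* and *Icam4* were at log2 fold changes of 0.11, -0.18 and 0.23 (0.14, -0.082 and 0.16 without GA replicate 1). The globin genes *Hbb-bt* and *Hba-a1*, which have near-identical copies and are therefore uncertain, differed by less than the spread between the GA replicates. Of 28 stem and multipotent progenitor genes 11 were higher and 17 lower, with a median of -0.037, and 0 passed when adjusted over the list alone. When each library was rescaled to 1000000, 7 were higher and 21 lower. Without GA replicate 1, 15 were higher and 13 lower, with a median of 0.027. *Tal1*, a transcription factor of early blood cells, was at 91.2 ± 0.718 and 84.6 ± 0.344 FPKM, and *Procr* (the protein C receptor) at 5.60 ± 0.555 and 6.76 ± 0.956 FPKM (SD, n = 3). *Erg* and *Angpt1* were at log2 fold changes of 0.14 and -0.10, and *Mecom* averaged 0.605 FPKM, below the limit for testing. Of the B lymphoid list 4 genes were tested, 1 higher and 3 lower (3 and 1 without GA replicate 1), *Cd79b*, *Blnk*, *Cd72* and *Bst1*, with log2 fold changes of 0.31, -0.19, -0.11 and -0.018. *Cd79b* passed as higher when adjusted over the list alone, and *Cd79a* averaged 0.625 FPKM. Of the T and NK list 5 were tested, 3 higher and 2 lower (2 and 3 when rescaled to 1000000 or without GA replicate 1, and 1 and 4 with the length trend removed) with 0 past the threshold adjusted over the list alone, among them *Gzmb*, *Ccl5*, *Cd4* and *Lat*, with log2 fold changes of 0.18, 0.12, -0.074 and 0.027 (for *Lat* -0.032 when rescaled to 1000000). Of 6 marrow stroma and endothelium genes 3 were higher and 3 lower, 0 passed when adjusted over the list alone, and *Pecam1*, *Kdr*, *Apoe* and *Col1a2* were at -0.14, -0.19, 0.063 and -0.11; *Col1a1* averaged 0.137 FPKM. Without GA replicate 1 the log2 fold changes of *Gzmb*, *Ccl5* and *Kdr* were 0.10, 0.23 and -0.09. The camera adjusted p values were 0.965 for the monocyte, 0.998 for the erythroid, 0.288 for the stem, 0.771 for the T and NK and 0.652 for the stroma list, and B lymphoid genes were too few for that test.

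Proliferation genes were higher in GA for 36 of 41 members (29 when each library was rescaled to 1000000), with a median log2 fold change of 0.095 (0.038 when rescaled). *Pcna*, the sliding clamp of DNA replication, was at 153 ± 2.403 and 179 ± 2.98 FPKM in Ctrl and GA and was the 1 gene to pass when adjusted over the list alone. *Cenpa* (63.99 ± 2.42 and 72.5 ± 2.52 FPKM), *Ube2c* (156 ± 2.67 and 180.1 ± 13.9 FPKM) and *Birc5* (64.6 ± 1.07 and 71.96 ± 2.87 FPKM), which act in mitosis, were higher in every GA library than in every Ctrl library, and *Mki67* was at 56.1 ± 1.203 and 53.97 ± 4.801 FPKM (SD, n = 3). Of 27 antioxidant NRF2 response genes 26 were higher (17 when rescaled to 1000000), with a median of 0.081 (0.022 when rescaled), and 4 passed when adjusted over the list alone: *Prdx1* (282 ± 9.27 and 328 ± 8.53 FPKM), *Gstp1* (118 ± 1.66 and 137 ± 7.68 FPKM), *Gpx1* (367 ± 10.9 and 428 ± 26.3 FPKM) and *Txn1* (162 ± 3.698 and 194 ± 19.4 FPKM; SD, n = 3). All 75 tested cytosolic ribosomal protein genes were higher, with a median of 0.16, among them *Rpl27a*, *Rps21*, *Rps20* and *Rpl31* at log2 fold changes of 0.23, 0.31, 0.16 and 0.26; when each library was rescaled to 1000000, 73 were higher and 2 lower. None of them passed when adjusted over the list alone. These transcripts are short, with a median of 799 nucleotides, and their median in GA replicates 1, 2 and 3 was 0.27, 0.13 and 0.087. With the length trend removed 56 were higher and 19 lower, with a median of 0.041. *Rpl27a*, *Rps21*, *Rps20* and *Rpl31* were then at 0.14, 0.10, 0.17 and 0.16, and without GA replicate 1, as deposited, at 0.18, 0.20, 0.16 and 0.17. Of 9 S100 family genes 8 were higher (median 0.15), against 5 (median 0.0061) with the length trend removed and 6 (median 0.078) without GA replicate 1, and 3 passed when adjusted over the list alone, *S100a6* (47.4 ± 2.04 and 56.3 ± 1.47 FPKM) beside *S100a8* and *S100a9*, and *S100a11* was at 286 ± 5.41 and 348 ± 70.2 FPKM (SD, n = 3). Without GA replicate 1 the log2 fold change of *S100a11* fell from 0.26 to 0.10. No gene of these 4 lists passed in limma over all genes. Camera gave adjusted p values of 3.1e-06 for proliferation, 5.3e-05 for NRF2, 1.2e-21 for ribosomal protein and 4.9e-04 for S100 genes, and with an estimated correlation adjusted p = 0.673 for proliferation and 0.452 for the other 3. The S100 family call was lost without GA replicate 1 (adjusted p = 0.165) and with the length trend removed (0.556; over 23 alternatives 1.9e-05 to 0.809).

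In all, 9 of the 25 lists with at least 5 tested members passed camera with its preset correlation, 8 higher and 1 lower in GA. With an estimated correlation 0 passed, and the estimate was 0.031 to 0.575 for these 9 lists against the preset 0.01. The NRF2 list lost its call at an estimate of only 0.031. The estimated version also passed 0 lists under every other split of the libraries, so it could not tell lists apart here. By the directional test of fry 1 list passed, glycolysis and hypoxia (adjusted p = 0.046), with 20 of 32 members higher (13 when each library was rescaled to 1000000).

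The genes with the smallest p in limma, none of which passed over all genes (adjusted p = 0.135 for each), reached beyond these lists. Besides *Retnlg* and *H2-Aa*, those higher in GA were *Myl10*, a myosin light chain (7.04 ± 0.275 and 9.61 ± 0.396 FPKM in Ctrl and GA), *Snrpe*, a core spliceosome protein (90.4 ± 4.29 and 111 ± 1.35 FPKM), and *Ppih*, a cyclophilin of the spliceosome (42.4 ± 1.15 and 51.6 ± 1.13 FPKM). Besides *Thbs1* and *Tubb1*, those lower in GA were *Apcdd1*, an inhibitor of Wnt signalling (32.5 ± 1.65 and 25.02 ± 1.46 FPKM), *B4galt1*, a galactosyltransferase (77.7 ± 1.11 and 65.4 ± 1.11 FPKM), and *Vsig2* (16.7 ± 0.614 and 12.3 ± 1.202 FPKM; SD, n = 3). *Ftl1*, *Tmsb4x* and *Eef1a1*, among the 5 most abundant genes, had log2 fold changes of 0.13, 0.0098 and 0.046, none past the threshold, and those of *Tmsb4x* and *Eef1a1* turned to -0.049 and -0.013 when each library was rescaled to 1000000.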

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

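Removal of the length trend, library quality weights and the pairs of changes were chosen after the data were seen. The count of 0 genes past an adjusted p under 0.05 held in limma for both pseudocounts, both filters, median of ratios and TMM-type scaling, limma without the trend or robust (1299 and 1460 genes at an unadjusted p under 0.05), the fold threshold, and without any library but GA replicate 1. Leaving out 1 library gave 0 to 114 genes, the 114 (54 higher, 60 lower) without GA replicate 1, 1 GA library fewer. The count was 3 (*Thbs1*, *F5* and *Tubb1*, all lower) with each library rescaled to 1000000, 2 with the length trend removed, 122 with that trend removed and GA replicate 1 left out, and 1460 (1010 higher, 450 lower) with library quality weights, which gave GA replicate 1 a weight of 0.209 and GA replicate 2 one of 3.985. *F5* was chosen after its value was seen. The cause was not tested. A lower depth than that of these libraries was not tried, and counts were not available.

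*S100a8* and *S100a9* were higher in GA under all 19 alternatives, at log2 fold changes of 0.23 to 0.47 and 0.17 to 0.41. Leaving out 1 library gave 0.34 to 0.47 for *S100a8* and 0.31 to 0.41 for *S100a9*. Besides the fit without GA replicate 1, they passed in limma with library quality weights, at 0.32 (adjusted p = 0.0048, over all alternatives 0.0048 to 0.492) and 0.31 (adjusted p = 0.0056, over all alternatives 0.0056 to 0.567). These weights were estimated from the same libraries and were 0.209, 3.985 and 0.524 for GA replicates 1, 2 and 3. The weighted GA values therefore rest largely on GA replicate 2.

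Of the other 76 named genes tested, 61 kept their direction under each alternative run and 15 did not, and the cause was not tested. With each library rescaled to 1000000 the log2 fold change turned for *Tmsb4x* (-0.049), *Eef1a1* (-0.013), *Ppbp* (-0.0015) and *Lat* (-0.032). With the length trend removed, and with GA replicate 1 also left out, it turned for *Pf4* (-0.085 and -0.18), *Tmsb4x* (-0.13 and -0.17), *Eef1a1* (-0.0019 and -0.015), *Ppbp* (-0.043 and -0.11), *Mki67* (0.017 and 0.031), *Hbb-bt* (-0.021 and -0.092), *Lat* (-0.059 and -0.10) and *Apoe* (-0.016 and -0.0038). It turned for *Ccl5* (-0.051) in the first of these and for *Ftl1* (-0.053) and *Bst1* (0.0081) in the second, and with library quality weights for *Bst1* (0.0046) and *Cd4* (0.013). Leaving out 1 library gave -0.080 to 0.20 for *Pf4*, -0.030 to 0.15 for *Ppbp*, -0.11 to 0.011 for *Mki67*, -0.0020 to 0.28 for *Hbb-bt*, -0.25 to 0.025 for *Cd72* and -0.028 to 0.074 for *Lat*, which turned without GA replicate 1. It gave -0.0036 to 0.19 for *Kit* and -0.40 to 0.089 for *Hba-a1*, which turned without GA replicate 3. For *Tmsb4x* the range was -0.083 to 0.11, lower without Ctrl replicate 1, GA replicate 1 or GA replicate 2, and for *Bst1* -0.11 to 0.040, higher without Ctrl replicate 1, Ctrl replicate 3 or GA replicate 1.

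The number of lists passing camera was 8 with no filter, 6 with the length trend removed, 6 with GA replicate 1 also left out, 6 to 9 without 1 library (6 without GA replicate 1) and 9 in the other fits with the preset correlation. It was 1 with fry, and with an estimated correlation it was 0 as deposited, 0 without GA replicate 1 and 0 with the length trend removed. The megakaryocyte and platelet, both granule, proliferation, NRF2 and ribosomal protein lists passed without each library in turn. The IL-17 list passed in 0 of 23 alternatives. Its direction turned to higher with no filter (adjusted p = 0.761), median of ratios (0.981) or TMM-type scaling (0.985), limma without the trend (0.917), fry (0.533), the length trend removed (0.796, or 0.878 with an estimated correlation) and library quality weights (0.854), and without any Ctrl replicate or GA replicate 3 (range without 1 library 0.488 to 0.9996).

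No list below passed under any of the settings named, and the cause of the turned directions was not tested. The monocyte and macrophage list turned to higher with no filter (adjusted p = 0.786), each library rescaled to 1000000 (0.889), median of ratios (0.981), TMM-type scaling (0.985), fry (0.937), the length trend removed and GA replicate 1 left out (0.218), library quality weights (0.281), an estimated correlation without GA replicate 1 (0.769), and without Ctrl replicate 1, Ctrl replicate 3 or GA replicate 1 (range without 1 library 0.116 to 0.816). The p53 targets turned to higher with no filter (0.743), median of ratios (0.926), TMM-type scaling (0.943), limma without the trend (0.917), fry (0.7504), the length trend removed (0.926, or 0.963 with an estimated correlation), and without Ctrl replicate 2, Ctrl replicate 3 or GA replicate 3 (0.195 to 0.928). The glucocorticoid list turned to higher with no filter (0.786) and without GA replicate 3 (0.178 to 0.813).

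The erythroid list turned to lower with a minimum mean of 5 FPKM (adjusted p = 0.733), each library rescaled to 1000000 (0.889), the length trend removed (0.433, or 0.7599 with an estimated correlation, or 0.149 with GA replicate 1 left out), library quality weights (0.854), an estimated correlation without GA replicate 1 (0.6798), and without Ctrl replicate 1, Ctrl replicate 3 or GA replicate 1 (range without 1 library 0.315 to 0.928). The NF-kB list turned to lower with the length trend removed (0.9504, or 0.963 with an estimated correlation, or 0.328 with GA replicate 1 left out), library quality weights (0.9197), an estimated correlation without GA replicate 1 (0.6798) and without GA replicate 1 (0.0798 to 0.643). The T and NK list turned to lower with no filter (0.642) and the length trend removed (0.767, or 0.878 with an estimated correlation, or 0.795 with GA replicate 1 left out), and cholesterol biosynthesis with each library rescaled to 1000000 (0.771), library quality weights (0.854), and without Ctrl replicate 2 or GA replicate 3 (0.593 to 0.997).

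Under a replicate block the count of genes past the threshold was 0, with 1177 at an unadjusted p under 0.05, and the log2 fold changes of *S100a8* and *S100a9* stayed at 0.41 and 0.35 (adjusted p = 0.358 and 0.352, over all alternatives 0.0048 to 0.492 and 0.0056 to 0.567). The block changed no other call, and 9 lists passed camera. The values showed no pairing by number: deviations of same-numbered samples correlated at -0.17, -0.13 and 0.004, and 0 of 6 samples correlated best with their own number. Deviations from a group mean are tied to each other and GA replicate 1 stands apart, so a shared preparation cannot be excluded.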

Other observations

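Each test of an explanation below was chosen after the result it concerns was seen. Of the lists not described above, 0 passed camera and none of their genes passed in limma over all genes. The interferon response had 21 of 36 genes higher in GA and 15 lower (camera adjusted p = 0.652). These counts were 14 and 22 when each library was rescaled to 1000000, and 27 and 9 without GA replicate 1. The integrated stress and unfolded protein response had 23 of 35 higher (15 when rescaled; 0.182), immediate early and dissociation stress 17 of 27 (11 when rescaled; 0.747), cholesterol biosynthesis 16 of 25 (7 when rescaled; 0.838), lymphoid priming 8 of 14 (6 when rescaled; 0.585) and NF-kB and inflammatory cytokine genes 19 of 31 (15 when rescaled; 0.569). Of 29 p53 targets 16 were higher (11 when rescaled), with a median log2 fold change of 0.020 and a camera direction of lower (adjusted p = 0.998), and of 19 glucocorticoid-responsive genes 10 were higher (8 with median of ratios or TMM-type scaling, 6 when rescaled), with camera again lower (0.716). Of 16 alarmins and their receptors 7 were higher and 9 lower (11 and 5 without GA replicate 1), with a median of -0.013, a mean of 0.061 and a camera direction of higher (0.238). Camera did not call the glycolysis and hypoxia list (0.465). Adjusted over the list alone, and chosen after their values were seen, *Lsp1* passed in the lymphoid priming list, *Ly96* in the alarmin list beside *S100a8* and *S100a9*, and *Bcl2a1b*, which has close copies, in the NF-kB list.

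Without GA replicate 1 the IL-17 members called in limma on the deposited values went both ways. *S100a8* and *S100a9* were higher, and the chemokine gene *Cxcl3* (log2 fold change -0.49) and the NF-kB inhibitors *Tnfaip3* (-0.33) and *Nfkbia* (-0.30), chosen after their values were seen, were lower. The calls of *S100a8* and *S100a9* were lost with the length trend also removed (adjusted p = 0.066 and 0.088, over all alternatives 0.0048 to 0.492 and 0.0056 to 0.567), and *Cxcl3* (adjusted p = 0.0044), *Tnfaip3* (0.023) and *Nfkbia* (0.024) were still called as lower. With all 6 libraries none of these 3 passed, at -0.16 for *Cxcl3* (adjusted p = 0.83), -0.23 for *Tnfaip3* (0.262) and -0.16 for *Nfkbia* (0.56). In GA replicate 1 itself *Cxcl3* was at 22.83 FPKM (Ctrl 15.05 to 16.46) and *Nfkbia* at 126.45 FPKM (Ctrl 113.14 to 118.27), above every Ctrl library, and *Tnfaip3* at 24.06 FPKM (Ctrl 24.24 to 25.3).

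GA replicate 1 stood apart from the other 5 libraries. Its mean pairwise SD was 1.218 times the highest of the other libraries, and 1.093 times with the transcript length trend removed. That lay between the 1 that the trend as whole cause would give at most and the bound of 1.104 set by the range of the other 5. A trend with length may thus account for part of the distance. On the first component GA replicate 1 still lay at 10.7 with the trend removed, against -7.37 to 2.95 in the other libraries. Removal by this fit thus left it apart, but the SD bound was not passed, so length as the whole cause is not settled. A Ctrl library carrying a GA label would show no larger share of the fold of GA replicates 2 and 3 than a Ctrl library held out from the choice of 200 genes. With Ctrl replicates 1, 2 and 3 held out in turn, the shares were 0.254, 0.373 and 0.299 in GA replicate 1 and 0.352, 0.225 and 0.106 in the Ctrl library, so a wrong label stays open too, under a rule worded after the value was known. The second principal component, found without the labels, ran the way the label says. GA replicate 1 lay at -2.32 and GA replicates 2 and 3 at -5.33 and -7.97, against 4.12 to 6.17 in Ctrl. With the length trend removed these were -5.55, -2.74 and -5.64, against 4.15 to 5.53. Components are uncorrelated by construction, so the place of an outlying library on the second depends on the first. Single genes also ran the way the label says: in GA replicate 1 *S100a8* was at 387.61 FPKM (Ctrl 243.28 to 274.13) and *Thbs1* at 713.55 FPKM (Ctrl 888.87 to 936.01), but genes picked for their difference between the groups exclude nothing.

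*S100a8* was higher in GA by a log2 of 0.2314 with the length trend removed (95% interval 0.11 to 0.35). Taken alone, this interval argues against length as the whole cause. The study had already named the gene as raised in these samples, however, which favours such an interval. In that limma fit its adjusted p over all genes was 0.317 (over all alternatives 0.0048 to 0.492). *S100a9*, at 0.1736 (-0.01 to 0.36, and 0.26 with GA replicate 1 also left out), leaves length as the whole cause open. Among 200 genes of matched length, whose median log2 fold changes were 0.16 and 0.17, *S100a8* lay at percentile 97.5 and *S100a9* at 95. More cells of the neutrophil lineage in the GA libraries may also raise them: the median log2 fold change of the 7 other abundant members of the secondary granule list (*Ltf*, *Camp*, *Ngp*, *Lcn2*, *Chil3*, *Lyz2* and *Anxa1*, at 50 FPKM or more) was 0.1013 with a spread of 0.0366 and the trend removed, close to the lower bound of the interval of *S100a8*, which keeps this open. The study reported fewer CD11b+ myeloid cells with GA in stromal co-cultures of Lin−CD117+ cells, though not significantly in each. Those co-cultures ran for days rather than 24 h and measured a surface protein, so they do not decide this explanation. Sorting on lineage markers before the culture would remove mature neutrophils, but not every progenitor that expresses these genes, nor cells that mature later.

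Megakaryocyte and platelet genes were lower in GA by a median log2 of -0.1214 with the length trend removed and of -0.11 as deposited, which argues against length as the cause. A lower share of megakaryocyte-lineage cells in the GA libraries may lower them. The 5 most abundant members (*Pf4*, *Ppbp*, *Itga2b*, *Gp9* and *Thbs1*) had a median of -0.1214, the value of *Gp9*. They are part of the same list, so the match with its median adds no evidence. *Pf4* and *Ppbp* were at -0.085 and -0.043, and *Itga2b* and *Thbs1* at -0.16 and -0.30. The median of the whole list in GA replicate 1 was -0.0119, within the range of the Ctrl libraries, so a lower share of these cells stays open. Lineage depletion would not remove megakaryocyte progenitors.

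A hypothesis that IL-17 signalling genes moved more often than other tested genes was tested by their number among the 1474 genes at an unadjusted p under 0.05. It was 9 of 57 against 7.7 expected (6 higher and 3 lower; Fisher's exact test, p = 0.562), which leaves the hypothesis open. Of the 9, 3 are also in the secondary granule list.

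There are 10 splits of the 6 samples into 3 and 3, too few for a share under 0.05. For genes past the adjusted p the real count was 0 and the highest other 1, with 10 splits giving as many, since any split reaches 0. For genes at an unadjusted p under 0.05 it was 1474 and 917, with 1 split giving as many, and for lists passing camera 9 and 10, with 2. The other splits passed 3 to 10 lists, so camera at its preset correlation called lists under every grouping. With an estimated correlation camera called 0 lists under every grouping, the real one included. The split with 917 genes and 10 lists exchanged Ctrl replicate 1 and GA replicate 1.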
